A study of Mus musculus with 24 samples. Its data were reported in "A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism" (2020).

How the data were processed

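Total RNA of 24 mouse livers was sequenced with a strand-specific, rRNA-depleted library, in 6 groups of 4 animals that received Scr, Mafg or LincIRS2 LNA under NCD or HFD. The groups, ages and lengths of treatment were taken from the sample labels, while the paper gives a higher age and a longer LNA treatment for several panels of these treatments. The comparisons of 4 groups (16 livers) were used, and the remaining 2 groups (8 livers) were not analysed here. Per-sample values were not used.

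The authors removed adapters with flexbar, filtered rRNA reads with Bowtie2 2.2.9, aligned to GRCm38 (mm10) with STAR 2.6.0c, assembled and merged transcripts with Cufflinks 2.2.1 and tested groups with Cuffdiff of the same suite. Each of the 3 deposited tables holds, for every locus, 1 assembled transcript with the nearest Ensembl transcript and its gene joined to it. The FPKM values (fragments scaled to transcript length and to mapped fragments, with Cuffdiff's library scaling) were computed by the authors, who pooled the 4 livers of a group into 1 value. The p value and its Benjamini-Hochberg q value were also computed by the authors with Cuffdiff, over 1 run that served all 3 tables, since the lowest p (5e-05) and the lowest q (0.00531) were the same in each and a group shared by a pair of tables had the same values in both. The test statistic, a score of the log fold change, and the log2 fold change were used as the authors deposited them. The deposited diet table sets NCD over HFD, so the sign of its log2 fold change and score was turned here to give HFD over NCD.

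Cuffdiff's p values set a difference against a variance that the program models, which need not be the spread of that feature between the livers of a group. No SD per feature was given, and the depth is unknown because the tables hold no counts. No confidence interval or detection floor could be computed for this reason. A group listed at 0 can be a failed estimate as well as an absent transcript, so no fold change is given for such features, which were 48, 53 and 39 of those called with diet, Mafg LNA and LincIRS2 LNA. Of the features, 61548 matched 49007 Ensembl genes, 41043 of which had 1 feature, and 8357 had no match. Values of a gene's feature are not totals of the gene. The strand of a feature was not given and was inferred from the order of the feature numbers. Within a chromosome, a large step back in the start position was taken as the change from the plus to the minus strand. This inferred strand was compared with that of the gene, and a feature was taken as opposite when they differed. All statements on strand rest on this inference.

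All processing choices, gene lists and naming rules stated here were fixed before the data were examined, except where named as chosen later. A feature was tested when Cuffdiff gave it the status OK and called when q was under 0.05. A gene was tested with at least 1 tested feature. LncRNA features were those of Ensembl biotypes lincRNA, antisense, sense intronic, sense overlapping and bidirectional promoter lncRNA. Their log2 fold changes were set against those of protein-coding features with a two-sided Kolmogorov-Smirnov test and with 100000 permutations of the biotypes for the difference of medians. Altogether 28 gene lists were fixed (small MAF and CNC partners, NRF2, bile acid, gluconeogenesis, insulin signalling, lipogenesis, cholesterol, PPARA, lipid droplet and PPARG, xenobiotic, sex-biased and growth hormone, circadian, acute phase, interferon, p53, ER stress, proliferation, L-DIO-lncRNAs, other lncRNAs and markers of hepatocytes, macrophages, antigen presentation, T, NK and B cells, neutrophils, endothelium, stellate cells, cholangiocytes and erythroid cells). Called and uncalled members were compared with all other tested genes by two-sided Fisher's exact tests for rising and falling genes, adjusted by Benjamini-Hochberg over 56 tests per comparison. A list's median used the feature of highest mean FPKM per gene and was ranked among 10000 random lists of like expression, drawn in 20 bins of mean value, as a description. Counts adjusted over the list alone applied Benjamini-Hochberg to the authors' p values of the list's features.

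Genes called in both comparisons of a pair were counted by direction with Fisher's exact test, and fold changes were correlated across genes with 1000 permutations. Because some pairs share a group, 1000 simulations without any effect drew group values from standard errors implied by the authors' test statistic, with the shared group drawn in common. The shared group was assumed to carry as much variance as the other group of each comparison, which by itself sets the simulated r near 0.5 in size. Simulations were repeated with standard errors implied by the authors' p values. Correlations and simulations used genes with a feature of at least 0.001 FPKM in each group, and simulations also needed an implied standard error under 5, limits chosen after the data were seen. In data with planted effects, 20 of 20 planted lists were found in each comparison, and 0 of 1120 list tests passed after calls were shuffled. The planted lists had a larger share of risen members than most lists reported here, so they do not show the power for weaker lists. A planted lncRNA shift of 0.5 was recovered as 0.5, which holds by construction because a median moves with an added constant. Planted covariances of 0.0577, 0.0581 and 0.0593 were recovered as 0.0620, 0.0581 and 0.0556.

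Named genes were Mafg, LincIRS2 and Irs2, the 8 called features of largest rise and fall with at least 1 FPKM in the higher group, 3 called lncRNAs per direction, up to 4 called members of each list (or 2 members of highest value where none was called), and up to 6 genes per pair of directions called in both comparisons. List members named beyond this rule (Ifit2, Gbp3, Ifi44, Rsad2, Ifit3, Apcs, Saa4 and Clec4f) complete the count of a list and were chosen after their values were seen. Some genes that the rule names, and the circadian list with Mafg LNA, are not reported here. The L-DIO-lncRNA list left out lncLSTR, which the study also names. Alternatives were other q thresholds (0.01 and 0.1), unadjusted p, Benjamini-Hochberg recomputed over tested features, filters at 1 FPKM, a log2 fold change of at least 1, gene sums with pseudocounts of 0.1 and 1, 1 feature per gene and leaving out features without an Ensembl match. Features on the gene's strand alone and features above 0 in both groups were added after the data were seen. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.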

Results

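RNA-Seq was performed on livers of mice that had received locked nucleic acids (LNA), modified antisense oligonucleotides that lower a chosen transcript, for 12 weeks by the sample labels. The LNA were directed against Mafg, which encodes a small MAF transcription factor, or against LincIRS2 (4833411C07Rik), a long non-coding RNA (lncRNA) encoded near Irs2, and a scrambled LNA (Scr) served as the control. By the same labels mice were 18 weeks old and ate a high-fat diet (HFD) or a control diet labelled NCD. HFD held 54% of energy from fat, 22% from carbohydrate and 24% from protein, and NCD 11%, 62% and 27%. The paper gives the NCD composition for its control diet and names a standard rodent chow apart from it. The 24 livers formed 6 groups of 4. The paper states that LNA-treated mice were allocated at random to an injection of saline or insulin before tissue was collected. The labels used here do not give this injection for each liver, so an unequal share of insulin between groups could not be separated from diet or LNA. The authors' deposited tables used here compared 4 of these groups (16 livers) in 3 comparisons, and Mafg LNA NCD and LincIRS2 LNA HFD (8 livers) were not analysed here.

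Each of the authors' deposited tables listed the same assembled transcripts (features), 61548 matched to Ensembl genes and 8357 without a match, with 1 FPKM value per group and no value per liver. No SD could be set beside a value for this reason, and a difference is judged by the p and q values of the authors' Cuffdiff test. The variance modelled in that test need not be the spread of a feature between the 4 livers of a group. Read counts were not part of the tables, so the depth is unknown. The 10 highest features made up 89.3% of the summed FPKM in Scr LNA NCD, 87.7% in Scr LNA HFD, 92.5% in Mafg LNA HFD and 91.9% in LincIRS2 LNA NCD, and features without an Ensembl match made up at least 90.4% in each group. By a strand inferred from the order of the feature numbers, most tested features lay opposite to their nearest gene, 63.9% with diet, 64.6% with Mafg LNA and 63.7% with LincIRS2 LNA. A value given under a gene's symbol is that of the feature assigned to it, on the opposite strand unless the gene's own strand is named. Features with a q value below 0.05 were called. A gene rose when at least 1 feature was called higher and none lower, and fell in the mirror case.

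HFD feeding under Scr LNA, the comparison that asks what the diet alone alters, raised some targets of p53. It also raised some genes of the lipid droplet and PPARG list, in a call that ended under a filter at 1 FPKM and with 1 feature per gene. It lowered some sex-biased and growth hormone regulated genes and markers of macrophages and antigen-presenting cells. Neutrophil markers fell in a call that ended with 1 feature per gene and with unadjusted p values. Cyp2b9, a cytochrome P450 with female-biased expression, increased from 0.0935 to 7.76 FPKM (log2 fold change 6.37), the largest named rise in the authors' deposited table. The fatty acid hydroxylase gene Cyp4a14 went from 1.26 to 8.44 FPKM and the fatty acid receptor gene Cd36 from 1.32 to 3.62 FPKM in the authors' deposited table. Cyp7b1, which encodes a bile acid and oxysterol hydroxylase, fell from 13.7 to 3.86 FPKM, and Hsd3b5, a male-specific steroid dehydrogenase gene, from 18.0 to 6.07 FPKM in the authors' deposited table. The neutrophil genes S100a8 and S100a9 fell from 2.71 to 0.212 FPKM and from 3.61 to 0.415 FPKM in the authors' deposited table.

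Among 17529 tested features, 344 were called in the authors' deposited table, 188 higher and 156 lower with HFD. These covered 218 of 10617 tested genes, of which 118 rose and 100 fell, while 114 called features had no Ensembl match and 48 had a group at 0. Besides Cyp2b9 and Cyp4a14, the features of largest rise by the authors' deposited table included Sema5b (log2 3.07), Gm10800 (2.75, on the gene's strand), Tcf24 (2.64), Lgals1 (2.51), Gm17967 (2.46, on the gene's strand) and Clstn3 (2.40). Lgals1 encodes galectin-1. The features of largest fall by the authors' deposited table were Gm6166 (log2 −4.72), Fabp5 (−4.02), S100a8, Adgrf1 (−3.28), S100a9, Chrna4 (−2.87), Lepr (−2.53) and Tff3 (−2.34, on the gene's strand). Fabp5 encodes a fatty acid binding protein and Lepr the leptin receptor. The immediate early gene Egr1 went from 0.709 to 3.69 FPKM and Vldlr, a lipoprotein receptor gene, from 0.394 to 1.48 FPKM in the authors' deposited table.

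Of 14 tested lipid droplet and PPARG target genes, 3 rose, Cd36, Pparg (log2 1.72) and Osbpl3 (2.26), and 1 fell, the lipoprotein lipase gene Lpl (−0.79), by the authors' deposited table. Adjusted over the list alone, 6 rose and 1 fell, and the rise passed the list test (Fisher's exact test, adjusted p = 0.00499). This call ended when only the feature of highest value per gene was used (Fisher's exact test, adjusted p = 0.694) and when genes below 1 FPKM in both groups were left out (adjusted p = 0.732). Of 17 tested p53 targets, 4 rose by the authors' deposited table, Eda2r (log2 1.64), the stress hormone gene Gdf15 (1.48), the cell cycle inhibitor gene Cdkn1a (1.23) and Ccng1 (0.65), with 6 risen adjusted over the list alone (Fisher's exact test, adjusted p = 0.000432). Cyp4a14 was the 1 risen gene among 22 PPARA targets, against 8 adjusted over the list alone, with a list median of log2 0.42 above all 10000 random lists of like expression and an adjusted Fisher p of 0.764. With unadjusted p values 8 PPARA targets rose and the list passed (Fisher's exact test, adjusted p = 6.15e-05). The xenobiotic list had 1 risen gene of 19, Cyp2b9, against 3 risen and 1 fallen adjusted over the list alone (median log2 0.61, Fisher's exact test, adjusted p = 0.759).

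Of 16 tested sex-biased and growth hormone regulated genes, 4 fell by the authors' deposited table, Cyp7b1 (log2 −1.83), Hsd3b5 (−1.57), the growth hormone feedback gene Socs2 (−1.23) and Mup20 (−0.92, on the gene's strand), and 6 fell adjusted over the list alone (Fisher's exact test, adjusted p = 0.000432). Mup20 belongs to a family of near-identical genes, so its assignment is uncertain. Cyp7b1 was also the 1 fallen gene among 14 of bile acid synthesis and transport (1 adjusted over the list alone). In glucose metabolism, Sik1, a kinase gene of the fasting response, was the 1 fallen gene of 16 (log2 −1.52, 2 adjusted over the list alone) in the authors' deposited table. Igfbp2 (21.2 to 7.61 FPKM) and the glycogen-targeting phosphatase subunit gene Ppp1r3g (log2 −1.12) were the 2 fallen of 17 insulin signalling genes in the authors' deposited table (2 adjusted over the list alone, Fisher's exact test, adjusted p = 0.0872).

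Markers of other cell types moved with diet beside these groups. Of 19 Kupffer cell and macrophage markers, 4 fell by the authors' deposited table, the complement genes C1qc (log2 −0.85) and C1qa (−0.79), Cd5l (−0.71) and Clec4f (−0.64), and 7 fell adjusted over the list alone (Fisher's exact test, adjusted p = 0.000432). The MHC class II genes H2-Aa (log2 −0.90), H2-Eb1 (−0.84) and Cd74 (−0.83) made 3 fallen of 7 antigen presentation markers in the authors' deposited table (4 adjusted over the list alone, Fisher's exact test, adjusted p = 0.000432). S100a8 and S100a9 were the 2 fallen of 6 neutrophil markers (2 adjusted over the list alone, Fisher's exact test, adjusted p = 0.0120), a call that ended with the feature of highest value per gene (adjusted p = 0.403) and with unadjusted p values (adjusted p = 0.0936). No member was called among 14 hepatocyte, 12 endothelial, 10 stellate cell, 3 cholangiocyte, 5 erythroid and 4 T, NK and B cell markers, nor adjusted over the list alone.

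The acute phase list had 2 risen genes of 24, the metallothionein genes Mt2 (6.12 to 15.2 FPKM, on the gene's strand) and Mt1 (log2 1.16), and 1 fallen, Lcn2 (−1.26), in the authors' deposited table (2 risen and 3 fallen adjusted over the list alone). Chac1, a glutathione-degrading enzyme gene, rose as 1 of 19 ER stress genes (log2 1.05, 1 adjusted over the list alone) in the authors' deposited table. No member was called in 8 further lists by the authors' deposited table. With unadjusted p values 5 NRF2 genes rose and that list passed (Fisher's exact test, adjusted p = 0.00822). Adjusted over the list alone, 2 of 18 NRF2 and glutathione genes and 1 of 10 cholesterol genes rose, and 0 of 3 small MAF partners, 20 lipogenic, 12 circadian, 21 interferon, 16 proliferation and 6 other lncRNA genes passed. The most abundant lipogenic gene, Scd1, stood at 2966 and 1731 FPKM (p = 0.316) in the authors' deposited table.

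For lncRNAs, 26 features were called with diet, 17 higher and 9 lower, against 170 mRNA features, 88 higher and 82 lower, in the authors' deposited table. The lincRNAs Gm45086 (log2 2.80), AC114585.1 (2.25) and Gm13067 (1.75) had the largest rises and Gm32540 (−1.45), Gm48199 (−1.45) and Gm28876 (−1.43) the largest falls in the authors' deposited table. The study chose the L-DIO-lncRNAs, liver lncRNAs lowered by obesity, in another cohort. The list used here held 6 of them and left out lncLSTR. B930025P03Rik (chromosome 8, 10870422 to 10882454) was the 1 of the list that fell here, from 1.47 to 0.573 FPKM in the authors' deposited table (1 adjusted over the list alone, Fisher's exact test, adjusted p = 0.344). LincIRS2 itself (chromosome 8, 10899922 to 10903893, gene ENSMUSG00000109089, on the gene's strand) had 0.558 and 0.213 FPKM (log2 −1.39, p = 0.551) in the authors' deposited table and was not called. The median log2 fold change was 0.016 for 1193 lncRNA and 0.0061 for 12418 mRNA features, a difference of 0.0099 (permutation test, two-sided, p = 0.360), although the distributions differed in shape (Kolmogorov-Smirnov distance 0.0770, two-sided, p = 4.73e-06). Features are not independent replicates. The sign of this difference of medians turned in features of at least 1 FPKM (−0.024) and on the gene's strand (−0.027). The difference in shape was lost in both of these smaller sets (Kolmogorov-Smirnov, not permutation, p = 0.125 and 0.0785). It stayed with 1 feature per gene and against mRNAs of like expression (Kolmogorov-Smirnov, not permutation, p = 0.000294 and 0.00071).

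**Figure D1:**
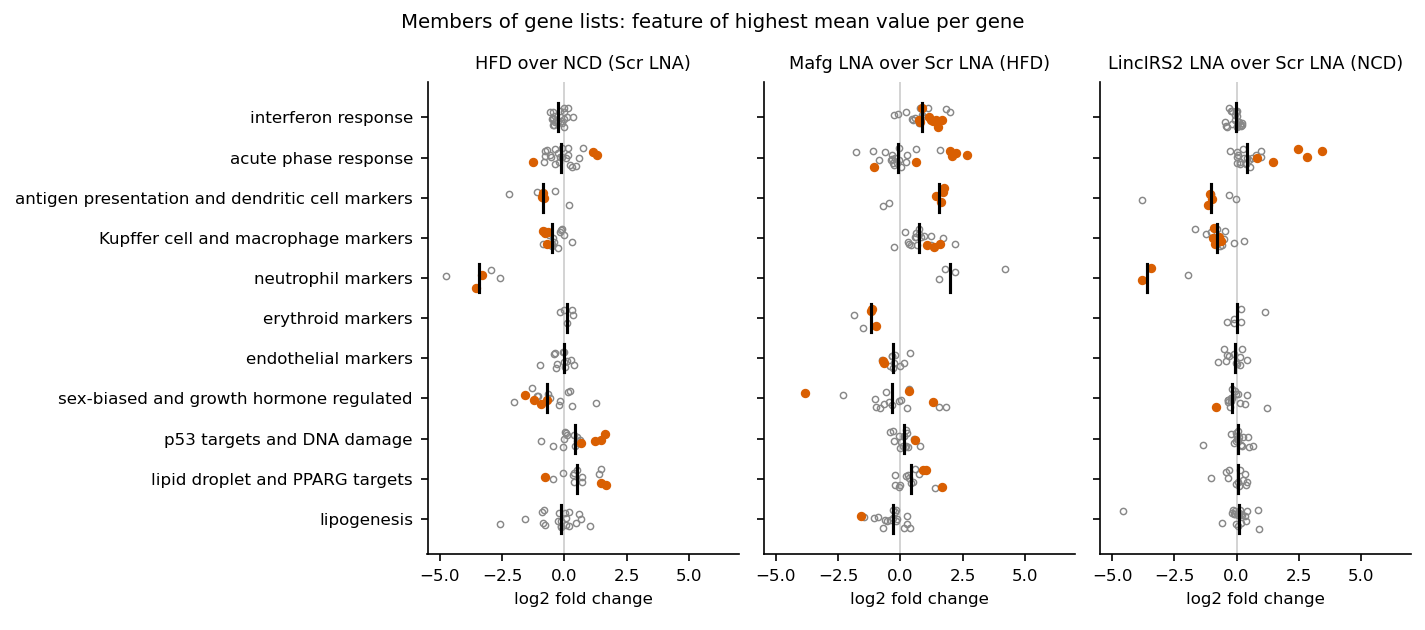
Log2 fold change of the genes of 11 fixed lists in the 3 comparisons, 1 point per gene from its feature of highest mean FPKM, orange where the gene was called, with the list median as a black bar. Macrophage and antigen presentation markers mostly lie below 0 with HFD and with LincIRS2 LNA and mostly above 0 with Mafg LNA, where the interferon list has its median at 0.87.

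Mafg LNA in HFD-fed mice, the comparison that asks what lowering MAFG alters in the obese liver, raised 9 of 22 interferon-stimulated genes, MHC class II genes and some serum amyloid genes, and lowered haemoglobin transcripts. Ly6d, a surface protein gene, increased from 0.464 to 12.9 FPKM on the gene's strand (log2 4.80), and Ubd, an inducible ubiquitin-like modifier gene, from 0.840 to 5.77 FPKM in the authors' deposited table. Saa2 went from 2.12 to 13.4 FPKM, H2-Aa (chromosome 17, 34282744 to 34287827) from 3.51 to 11.0 FPKM and the ubiquitin-like interferon target Isg15 from 1.42 to 3.81 FPKM in the authors' deposited table. Cyp2b9 fell from 7.76 to 0.447 FPKM, and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, from 5.79 to 1.38 FPKM on the gene's strand in the authors' deposited table. No feature was assigned to Mafg, so its knockdown was not analysed here.

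Among 18736 tested features, 563 were called in the authors' deposited table, 379 higher and 184 lower with Mafg LNA. They covered 357 of 10876 tested genes, of which 224 rose and 133 fell, with 185 called features lacking an Ensembl match and 53 with a group at 0. With at least 1 FPKM in the higher group 294 features stayed called, 162 higher and 132 lower, and with at least 1 FPKM in both groups 176, 87 higher and 89 lower. Further large rises by the authors' deposited table were Gm15856 (log2 3.89, on the gene's strand), an antisense lncRNA, Gm19340 (3.74), Saa2 (2.66), Gm27452 (2.35), Saa1 (2.23) and Gm379 (2.22). Large falls by the authors' deposited table included Tcf24 (log2 −4.91), Cyp2b9 (−4.12), Serpina1e (−3.83, on the gene's strand), Nipal1 (−3.39), Snhg11 (−2.89), Mup12 (−2.66, on the gene's strand) and Xlr3a (−2.46). Serpina1e and Mup12 belong to families of near-identical genes, and their assignment is uncertain.

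Of 22 tested interferon response genes, 9 rose and none fell, with 14 risen adjusted over the list alone (median log2 0.87, Fisher's exact test, adjusted p = 1.25e-08). The antiviral genes Usp18 (log2 1.88), Oas1a, Mx1 (1.48) and Isg15 (1.42) had the largest rises in the authors' deposited table, beside Ifit2, Gbp3, Ifi44, Rsad2 and Ifit3. Of 24 acute phase genes, 5 rose by the authors' deposited table, Saa2, Saa1, Saa3 (log2 2.06), the iron-siderophore binding protein gene Lcn2 (2.00) and Apcs, and 1 fell, Mt1 (−1.07). Adjusted over the list alone, 5 rose and 2 fell (Fisher's exact test, adjusted p = 0.00153), while the list median of log2 −0.10 lay below 0. The acute phase call ended with unadjusted p values (adjusted Fisher p of 0.0874), and the serum amyloid genes are close paralogs whose reads are uncertain to assign. Lpl (log2 1.67), Osbpl3 (log2 1.24) and Pparg (1.02) were the 3 risen of 15 lipid droplet genes in the authors' deposited table (4 adjusted over the list alone, Fisher's exact test, adjusted p = 0.0366). That call ended with the feature of highest value per gene (Fisher's exact test, adjusted p = 0.671) and with unadjusted p values (adjusted p = 0.0794).

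Immune and blood markers moved beside these groups. H2-Eb1 (log2 1.83), H2-DMb1 (1.78), H2-Aa (1.65) and Cd74 (1.44) made 4 risen of 6 antigen presentation markers in the authors' deposited table (4 adjusted over the list alone, Fisher's exact test, adjusted p = 7.12e-05). Of 20 macrophage markers, 3 rose by the authors' deposited table, the chemokine receptor gene Ccr2 (log2 1.61), Ccl6 (1.34) and Laptm5 (1.07), against 8 adjusted over the list alone (median log2 0.74, Fisher's exact test, adjusted p = 0.0607). The macrophage list passed with the feature of highest value per gene (Fisher's exact test, adjusted p = 0.0469), with unadjusted p values (adjusted p = 2.20e-06) and at 1 FPKM or more (adjusted p = 0.0414). None of 4 neutrophil and 7 T, NK and B cell markers was called, against 2 and 1 risen adjusted over the list alone. S100a9 had 0.648 and 2.95 FPKM on the gene's strand (p = 0.0255) and Ccl5 0.179 and 0.644 FPKM (p = 0.00615) in the authors' deposited table. Of 5 erythroid markers 3 fell by the authors' deposited table, Hba-a2 (172 to 77.0 FPKM), Hbb-bt (149 to 69.0 FPKM) and Hbb-bs (58.9 to 24.2 FPKM on the gene's strand), with 3 adjusted over the list alone (Fisher's exact test, adjusted p = 0.000328). Aqp1 (log2 −0.69) and Fcgr2b (−0.68) were the 2 fallen of 12 endothelial markers in the authors' deposited table (2 adjusted over the list alone, Fisher's exact test, adjusted p = 0.0633). The matrix gene Lum fell (log2 −1.26) as 1 of 10 stellate cell markers (1 adjusted over the list alone) in the authors' deposited table, and none of 14 hepatocyte and 3 cholangiocyte markers was called or passed adjusted over the list alone.

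In bile acid metabolism, Cyp7b1 rose from 3.86 to 8.89 FPKM and Cyp7a1 fell (log2 −2.07, on the gene's strand) among 14 genes in the authors' deposited table (1 risen and 3 fallen adjusted over the list alone). Of 17 insulin signalling genes, 2 rose by the authors' deposited table, Ppp1r3g (0.322 to 1.21 FPKM) and the AKT inhibitor gene Trib3 (log2 0.69), and 1 fell, Ppp1r3c (−0.52), with the same counts adjusted over the list alone (Fisher's exact test, adjusted p = 0.263 for the rise). Trib3 was also the 1 risen of 19 ER stress genes (2 adjusted over the list alone). Single genes fell in 4 further lists by the authors' deposited table, Thrsp (9.08 to 3.05 FPKM) of 18 lipogenic genes, Msmo1 (6.95 to 3.48 FPKM) of 10 cholesterol genes, Acot1 (log2 −0.70) of 21 PPARA targets and Cyp2b9 of 19 xenobiotic genes. Adjusted over the list alone, 1, 3, 1 and 3 genes of these lists fell in that order, and with unadjusted p values the cholesterol and xenobiotic lists passed (4 and 5 fallen, Fisher's exact test, adjusted p = 0.0129 and 0.0186). Mup20 (log2 1.33, on the gene's strand) and Cyp7b1 rose and Serpina1e fell among 17 sex-biased genes in the authors' deposited table (2 risen and 1 fallen adjusted over the list alone). Single genes rose in 4 lists by the authors' deposited table, the haem oxygenase gene Hmox1 (1.59 to 2.80 FPKM) of 18 NRF2 genes, Btg2 (log2 0.58) of 17 p53 targets, the proliferation marker Mki67 (1.51) of 18 and the lncRNA Meg3 (1.77) of 7 other lncRNAs. Adjusted over the list alone, 2, 1, 1 and 1 genes of these lists rose in that order. Of 3 small MAF partners none passed, nor adjusted over the list alone. Of 16 gluconeogenic genes none was called and 1 rose adjusted over the list alone, with Tat at 34.1 and 35.3 FPKM (p = 0.836) in the authors' deposited table.

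Mafg LNA called 44 lncRNA features, 30 higher and 14 lower, against 285 mRNA features, 173 higher and 112 lower, in the authors' deposited table. Gm15856, B230303O12Rik (log2 2.28) and Gm15611 (2.05, on the gene's strand) had the largest lncRNA rises and Gm31121 (−2.16), 4930401C15Rik (−1.54, on the gene's strand) and Gm29669 (−1.46) the largest falls in the authors' deposited table. Among the 6 L-DIO-lncRNAs of the list used here, 2 rose by the authors' deposited table, B930025P03Rik (0.573 to 1.58 FPKM) and 9030616G12Rik (3.46 to 5.70 FPKM), and 2 rose adjusted over the list alone (Fisher's exact test, adjusted p = 0.0560). That list passed with the feature of highest value per gene (Fisher's exact test, adjusted p = 0.0469) and at 1 FPKM or more (adjusted p = 0.0359). LincIRS2 stood at 0.213 and 0.483 FPKM on the gene's strand (log2 1.18, p = 0.609) in the authors' deposited table and was not called. The median was log2 −0.0081 over 1270 lncRNA and −0.033 over 12708 mRNA features, a difference of 0.025 (permutation test, two-sided, p = 0.0205; Kolmogorov-Smirnov distance 0.0676, p = 4.97e-05). The difference turned to −0.12 among features with an unadjusted p under 0.05, a setting for which no permutation test is given. Against mRNAs of like expression it was 0.034 and lost the Kolmogorov-Smirnov call (p = 0.0849 by that test, no permutation test given).

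**Figure D2:**
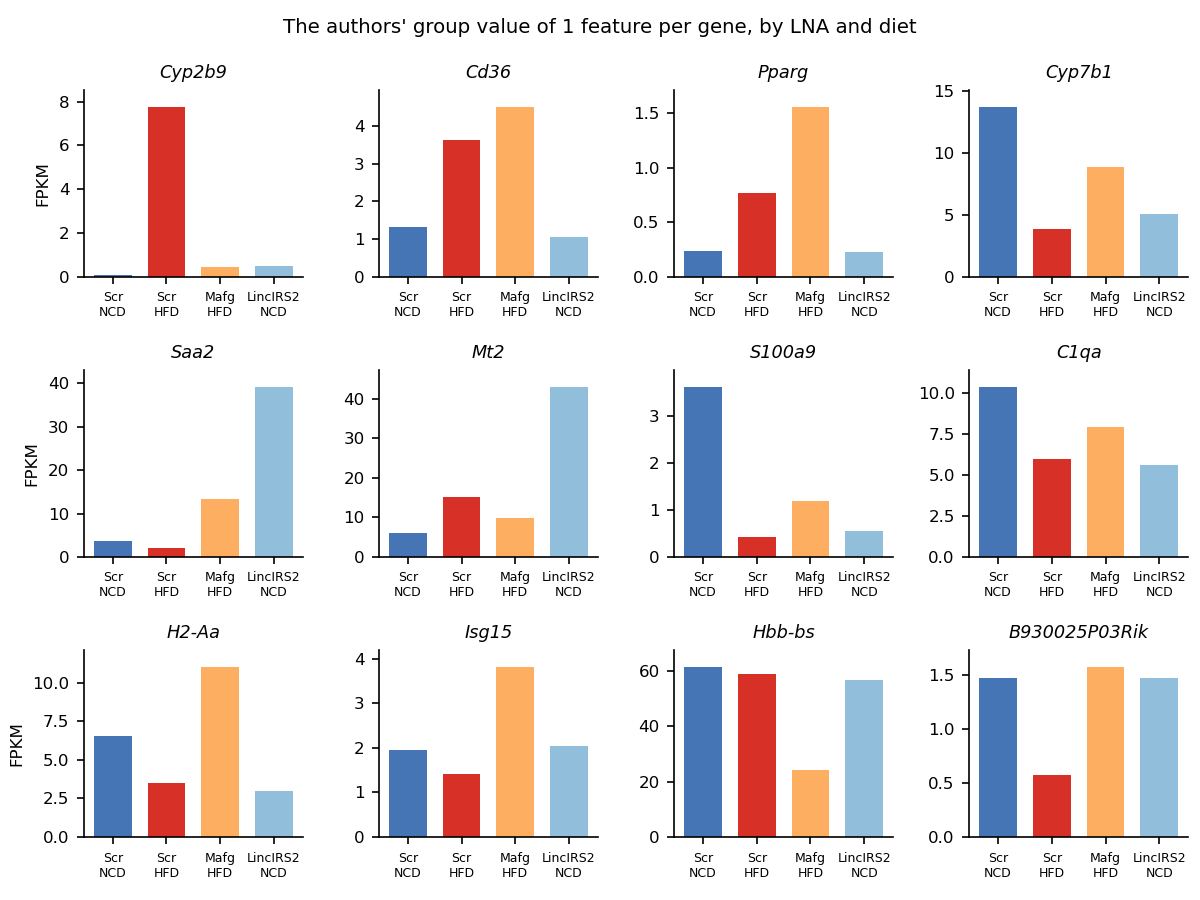
FPKM in Scr LNA NCD, Scr LNA HFD, Mafg LNA HFD and LincIRS2 LNA NCD livers for 12 genes, each bar the authors' single value of 1 feature per group of 4 livers, so no error bar can be drawn. H2-Aa is lowest in Scr LNA HFD and LincIRS2 LNA NCD and highest in Mafg LNA HFD, at 11.0 FPKM, while Saa2 is highest in LincIRS2 LNA NCD, at 39.2 FPKM.

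LincIRS2 LNA in NCD-fed mice, the comparison that asks what lowering this lncRNA alters in the lean liver, raised acute phase and metallothionein genes and lowered markers of macrophages and antigen-presenting cells. Neutrophil markers fell in a call that ended with 1 feature per gene and with unadjusted p values. Saa2 (chromosome 7, 46751790 to 46754313) rose from 3.63 to 39.2 FPKM and Saa1 from 5.27 to 29.4 FPKM in the authors' deposited table. Mt2 rose from 6.12 to 43.0 FPKM on the gene's strand and Cyp2b9 from 0.0935 to 0.469 FPKM in the authors' deposited table. S100a8 fell from 7.60 to 0.702 FPKM on the gene's strand, the proto-oncogene Myc from 1.42 to 0.450 FPKM and the growth arrest gene Gadd45g by log2 −1.82 on the gene's strand in the authors' deposited table. LincIRS2 itself stood at 0.558 and 0.345 FPKM on the gene's strand (log2 −0.69, p = 0.770) in the authors' deposited table and was not called.

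Among 17233 tested features, 130 were called in the authors' deposited table, 51 higher and 79 lower with LincIRS2 LNA. They covered 75 of 10529 tested genes, of which 24 rose and 51 fell, with 51 called features lacking an Ensembl match and 39 with a group at 0. Rises by the authors' deposited table also included the major urinary protein genes Mup11 (log2 2.99, on the gene's strand), Mup17 (1.58, on the gene's strand) and Mup15 (1.39, on the gene's strand) and the pseudogene Mup-ps22 (3.10), a family of near-identical sequences whose assignment is uncertain. Further falls by the authors' deposited table were S100a9 (log2 −2.72), Gm10800 (−2.14), Gm20121 (−1.64, on the gene's strand) and Serpina4-ps1 (−1.54). The feature of Irs2, the gene next to LincIRS2, was below the level at which the authors' Cuffdiff run tested, with 0.125 and 0.149 FPKM on the gene's strand in the authors' deposited table. Over 7123 genes with features on both strands, 92.5% had the higher value on the opposite strand, so this value may not show how strongly Irs2 was expressed. The same limit holds for the LincIRS2 values on the gene's strand in every comparison.

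Of 24 tested acute phase genes, 5 rose by the authors' deposited table, Saa2 (log2 3.43), Mt2 (2.81, on the gene's strand), Saa1 (2.48), Mt1 (1.45) and Saa4, and 6 rose adjusted over the list alone (median log2 0.41, Fisher's exact test, adjusted p = 9.13e-08). Of 19 macrophage markers, 5 fell by the authors' deposited table, C1qb (log2 −0.94), C1qa (−0.89), C1qc (−0.85), Cd5l (−0.71) and Clec4f, and 12 fell adjusted over the list alone (median log2 −0.78, Fisher's exact test, adjusted p = 6.75e-07). H2-Aa (log2 −1.13), Cd74 (−1.07) and H2-Eb1 (−1.01) were the 3 fallen of 7 antigen presentation markers in the authors' deposited table (4 adjusted over the list alone, Fisher's exact test, adjusted p = 6.90e-05). Of 6 neutrophil markers S100a8 and S100a9 fell (2 adjusted over the list alone, Fisher's exact test, adjusted p = 0.00477), a call that ended with the feature of highest value per gene (adjusted p = 0.312) and with unadjusted p values (adjusted p = 0.0970). Of 12 endothelial markers none was called and 1 fell adjusted over the list alone, with Aqp1 at 7.15 and 5.12 FPKM (p = 0.00195, q = 0.0987) in the authors' deposited table.

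Trib3 rose from 1.04 to 1.64 FPKM in the authors' deposited table as the 1 called of 17 insulin signalling genes and of 19 ER stress genes (1 in each adjusted over the list alone). With unadjusted p values 5 ER stress genes rose and that list passed (Fisher's exact test, adjusted p = 8.59e-05). Cyp2b9 was the 1 risen of 16 xenobiotic genes (1 adjusted over the list alone). Socs2 fell from 2.85 to 1.63 FPKM in the authors' deposited table as the 1 of 16 sex-biased genes (1 adjusted over the list alone). No member was called among 15 bile acid genes, with 1 fallen adjusted over the list alone. None was called, nor passed adjusted over the list alone, in the lists of small MAF partners (3 genes), NRF2 (18), gluconeogenesis (17), lipogenesis (20), cholesterol (10), PPARA targets (22), lipid droplet (12), circadian (12), interferon (21), p53 (16), proliferation (16), other lncRNAs (6) and L-DIO-lncRNAs (6). The same held for 14 hepatocyte, 4 T, NK and B cell, 10 stellate cell, 3 cholangiocyte and 6 erythroid markers. The gluconeogenic gene Tat had 52.9 and 53.4 FPKM (p = 0.959) in the authors' deposited table.

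LincIRS2 LNA called 7 lncRNA features, 4 higher and 3 lower, against 58 mRNA features, 15 higher and 43 lower, in the authors' deposited table. D630024D03Rik (log2 0.99), Gm10680 (0.96, on the gene's strand) and AC169509.3 (0.61) rose and Gm48199 (−1.46), Gm30211 (−1.27) and Gm36264 (−0.56) fell in the authors' deposited table. The median was log2 0.038 over 1148 lncRNA and 0.011 over 12290 mRNA features, a difference of 0.027 (permutation test, two-sided, p = 0.00180; Kolmogorov-Smirnov distance 0.0844, p = 5.96e-07). Among features with an unadjusted p under 0.05 the difference was 0.97 (Kolmogorov-Smirnov p = 0.00115, no permutation test given).

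**Figure D3:**
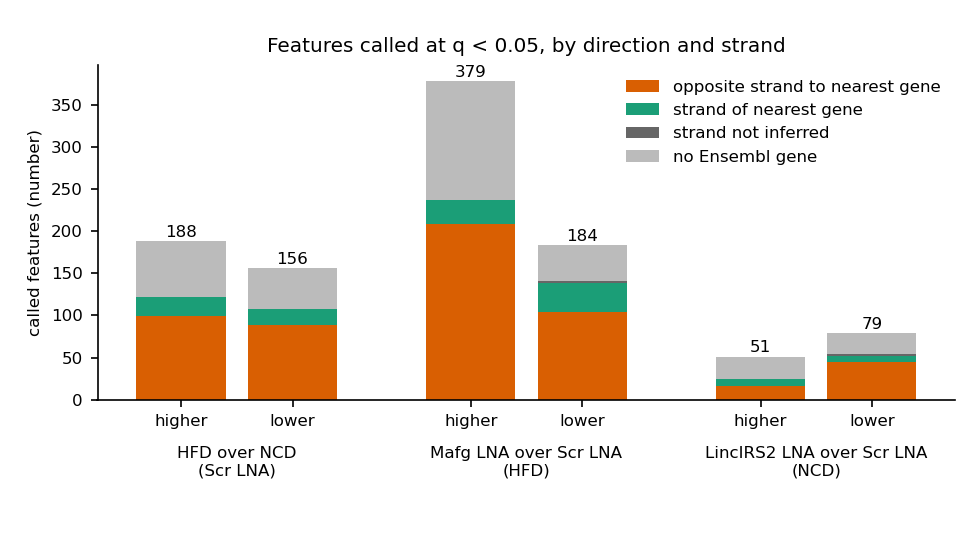
Number of features called higher or lower in each comparison, split by whether the feature lay on its gene's strand, on the opposite strand or had no Ensembl match. Of the called features with an inferred strand, 81.7% with diet, 83.5% with Mafg LNA and 79.2% with LincIRS2 LNA lay opposite to their gene.

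Called features lay opposite to their gene more often than tested features that were not called, with odds ratios of 2.56 with diet, 2.83 with Mafg LNA and 2.18 with LincIRS2 LNA (Fisher's exact test, two-sided, p = 3.94e-09, 3.48e-16 and 0.00413). With features on the gene's strand alone, 42, 62 and 16 features stayed called, and none of the 28 lists passed in any comparison. In tested mRNA features 71.2%, 71.9% and 71.0% lay on the opposite strand, and in tested lncRNA features 26.0%, 28.5% and 24.5%.

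Genes altered by diet were next compared with those altered by Mafg LNA, to see whether both treatments met in the same genes. Of 10347 genes tested in both, 66 were called in both, 52 in opposite and 14 in the same direction. Of these, 24 rose with HFD and fell with Mafg LNA, against 1.52 for independent lists (Fisher's exact test, two-sided, p = 1.24e-22), and 28 fell with HFD and rose with Mafg LNA, against 1.64 (p = 1.44e-27 by the same exact test). Cyp2b9, Tcf24, Egr1, Kcnk10, Vldlr and Serpinb8 led the first set, and Gm379, Mup-ps19, Gm11962, B930025P03Rik, Lcn2 and Cyp7b1 the other. Mtnr1a, Osbpl3, Gm47834, Pparg, Clstn3 and Dcaf12l1 were among 10 genes that rose in both (2.12 if independent, Fisher's exact test, p = 5.03e-05), and Mup21, Acpp, Gm25466 and Gm31121 were the 4 that fell in both (1.17 if independent, Fisher's exact test, p = 0.0296). Across 10311 genes, which are not independent replicates, the fold changes had Pearson r = −0.43 and Spearman rho = −0.33 (permutation p = 0.000999 for r, the smallest its 1000 shuffles allow). Both comparisons share Scr LNA HFD, and over the 9720 genes simulated (r = −0.42) chance values of that group alone gave an r of −0.50 (95% range −0.53 to −0.47) and 18.4 and 18.7 genes in the opposite sets (95% ranges up to 26 and 27), with ranges up to 0 for genes that moved the same way. The simulation assumed that Scr LNA HFD carried as much variance as the other group of each comparison. This assumption sets r near −0.50 at any noise level, and the simulated counts rest on it too. The simulated covariance of −0.915 exceeded the observed −0.117 in size, so the simulation overstated the noise. With standard errors from the authors' p values the covariance was −0.311 against −0.133, still larger, and r −0.48 (95% range −0.51 to −0.45). The controls could not be divided between the comparisons.

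**Figure D4:**
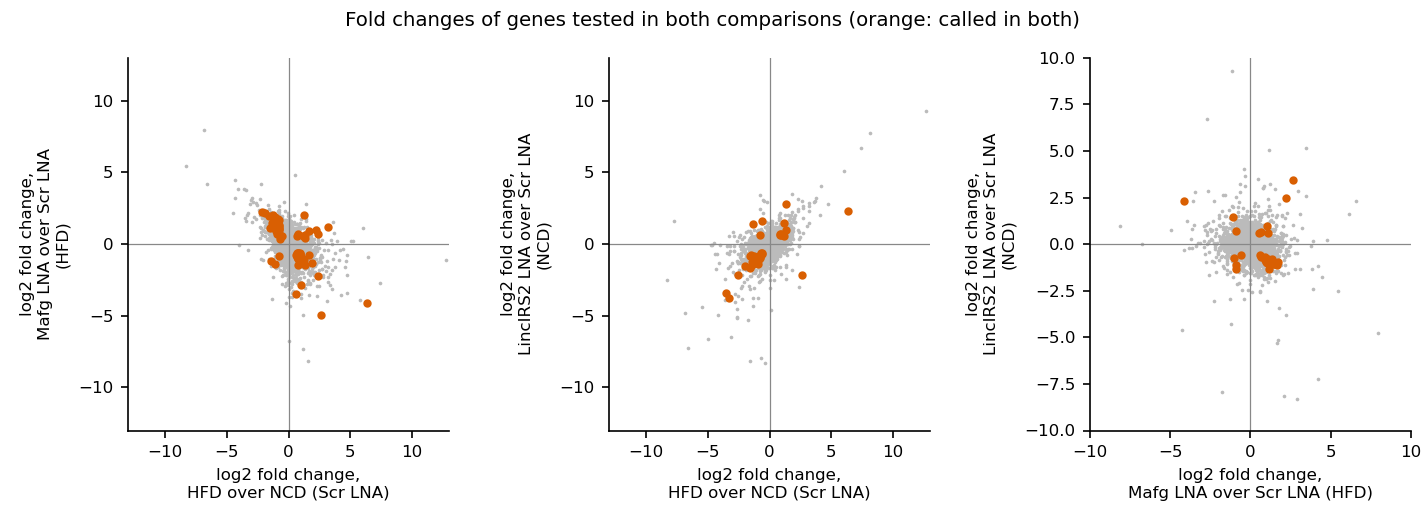
Log2 fold changes of genes tested in both comparisons of a pair, 1 point per gene, with genes called in both in orange. Diet and Mafg LNA share Scr LNA HFD (r = −0.43), diet and LincIRS2 LNA share Scr LNA NCD (r = 0.60), and Mafg LNA and LincIRS2 LNA share no group (r = −0.15).

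LincIRS2 LNA in lean mice and HFD feeding were compared in the same way. Of 10323 genes tested in both, 37 were called in both and 33 of them in the same direction. The 24 genes that fell in both (0.494 if independent, Fisher's exact test, two-sided, p = 4.49e-36) included S100a8, S100a9, Zbtb7c, Gm20121, Serpina4-ps1 and Gm48199, and the 9 that rose in both (0.225 if independent, Fisher's exact test, p = 4.17e-13) included Cyp2b9, Mt2, Mt1, Gm10680, Gm13775 and 8430408G22Rik. Mup15, Mup17 and AC169509.3 fell with HFD and rose with LincIRS2 LNA, and Gm10800 did the reverse. Across 10272 genes Pearson r was 0.60 and Spearman rho 0.54 (permutation p = 0.000999, the smallest possible). Over the 9682 genes simulated (r = 0.56), the shared Scr LNA NCD group alone gave an r of 0.50 (95% range 0.47 to 0.53), 6.41 genes fallen in both (95% range up to 12) and 6.39 risen in both (95% range up to 11), with 0 genes in the opposite sets. The same assumption, made for Scr LNA NCD, sets r near 0.50 here at any noise level. The simulated covariance of 0.926 exceeded the observed 0.117, so this simulation overstated the noise too. With standard errors from the authors' p values the covariance was 0.312 against 0.146, and r 0.48 (95% range 0.45 to 0.51).

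Mafg LNA and LincIRS2 LNA shared no group. Of 10121 genes tested in both, 28 were called in both, 18 of them in opposite directions. Rgs1, H2-Aa, Cd74, H2-Eb1, Gm1966 and Cybb, which encodes a phagocyte oxidase subunit, were among 15 genes that rose with Mafg LNA and fell with LincIRS2 LNA (0.873 if independent, Fisher's exact test, two-sided, p = 2.86e-15). Saa2, Saa1, D630024D03Rik, Trib3, AC169509.3 and Tlr5 were the 6 that rose in both (0.436 if independent, Fisher's exact test, p = 3.41e-06). Cyp2b9, Mt1 and Gm13775 fell with Mafg LNA and rose with LincIRS2 LNA (3 genes, Fisher's exact test, p = 0.00359), and A530084C06Rik, mt-Cytb, mt-Nd1 and Gm36264 fell in both (4 genes, Fisher's exact test, p = 0.00345). Pearson r across 10083 genes was −0.15 and Spearman rho −0.097 (permutation p = 0.000999, the smallest possible). Over the 9525 genes simulated r was −0.17, outside the simulated 95% range of −0.044 to 0.042. That range drew each gene independently, so it can be too narrow for genes that vary together.

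**Figure D5:**
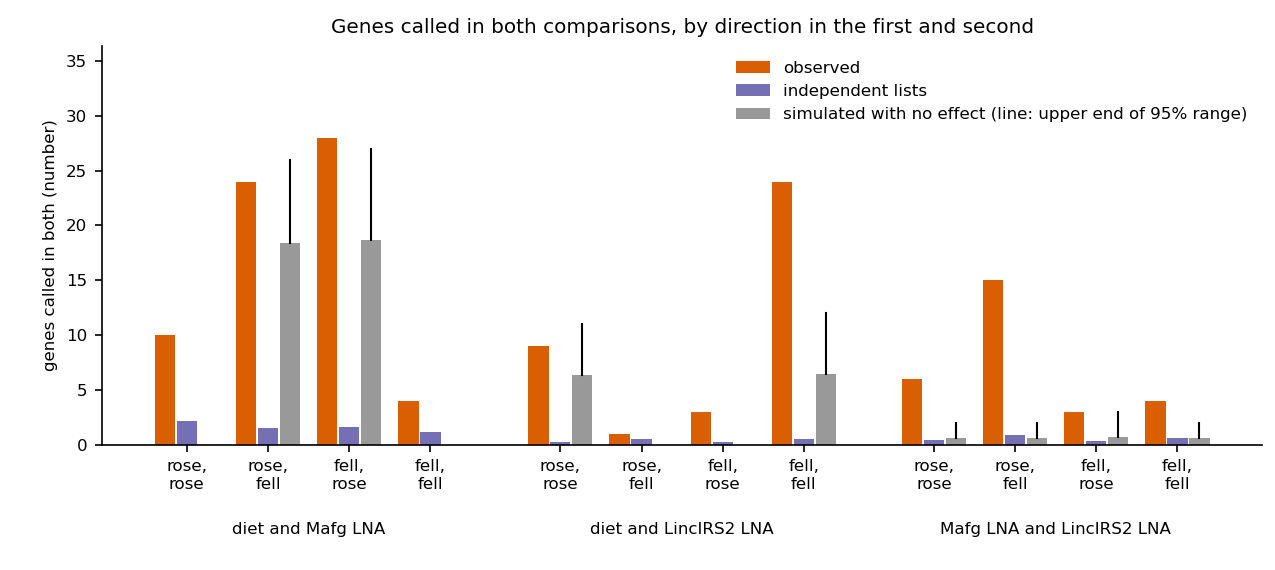
Number of genes called in both comparisons of each pair by direction, beside the number for independent lists and the mean of 1000 simulations with no effect but with the shared group drawn in common, from the test statistics (line up to the upper end of the 95% range). Observed numbers exceed the simulated ranges in every set except genes that rose with HFD and fell with Mafg LNA (24), rose with HFD and with LincIRS2 LNA (9) or fell with Mafg LNA and rose with LincIRS2 LNA (3).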

Values the study reported

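The study reported 218 genes altered between Scr LNA livers of control-diet and HFD-fed mice. It reported 357 genes altered by Mafg LNA in HFD-fed mice, of which 66 were shared with the diet comparison. From this overlap it described inflammatory gene categories as raised by obesity and lowered by Mafg LNA. In the comparisons above, MHC class II genes and the acute phase gene Lcn2 moved against that direction, falling with HFD and rising with Mafg LNA. Mt1, also of the acute phase list, rose with HFD and fell with Mafg LNA. Other shared genes rose with HFD and fell with Mafg LNA, so equal counts do not mean that the directions agree.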

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

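No test was chosen for this part. Albumin appeared in features that Cuffdiff left untested because of low data. Of these, 1 Alb feature stood at 2663 FPKM and another at 142 FPKM in LincIRS2 LNA NCD, while both were listed at 0 in the other groups of the authors' deposited table. Alb is the most abundant product of hepatocytes, and an exact 0 in this format can be a failed estimate, so no fold change is given.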

How the results depend on the processing

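Features on the gene's strand alone and features above 0 in both groups were chosen after the result was seen, and the other alternatives were fixed before. No paired analysis was possible because the tables hold 1 value per group, and leaving out single livers or splitting the livers otherwise was not run for the same reason. Of the summary results under each alternative, 61 kept their direction and stayed on the same side of the threshold or within 1.5 times the count, 33 counts moved further, 6 lost the threshold and 4 turned direction. The tests of single lists gave 54 unaltered, 24 weaker and 10 stronger outcomes. Within 1.5 times, called features ranged from 230 to 422 with diet, 378 to 714 with Mafg LNA and 91 to 168 with LincIRS2 LNA. Correlations ranged from −0.46 to −0.32 for diet and Mafg LNA, 0.50 to 0.61 for diet and LincIRS2 LNA and −0.14 to −0.046 for both LNA, and LincIRS2 under its LNA had log2 −0.56 and −0.21 from gene sums. The target value for Mafg was not analysed here. Depth is unknown and limits features of low FPKM most.

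Called features, in the order diet, Mafg LNA and LincIRS2 LNA, came to 1365, 2070 and 683 with unadjusted p under 0.05, to 220, 294 and 77 with at least 1 FPKM in the higher group, to 123, 176 and 46 with at least 1 in both groups, to 42, 62 and 16 on the gene's strand and to 218, 357 and 75 when counted as genes. With q under 0.01 they came to 372 with Mafg LNA and 82 with LincIRS2 LNA. For diet and LincIRS2 LNA they were 216 and 80 at a log2 fold change of at least 1, and 228 and 78 where the gene sum moved the same way. Without features lacking an Ensembl match LincIRS2 LNA had 79. Fewer features enter each stricter setting by construction. No list passed (0 in each comparison) on the gene's strand, against 6, 5 and 4 in the report's setting.

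For lncRNAs against mRNAs the p values here are of the Kolmogorov-Smirnov test, and no permutation test is given for these settings. The lncRNA minus mRNA difference of medians with diet was 0.066 for p under 0.05 (Kolmogorov-Smirnov, not permutation, p = 0.0538). It was 0.083 for p under 0.1 and 0.17 among called features (Kolmogorov-Smirnov, not permutation, p = 0.0591 and 0.393). It turned to −0.024 at 1 FPKM or more and −0.027 on the gene's strand (Kolmogorov-Smirnov, not permutation, p = 0.125 and 0.0785). With Mafg LNA it turned to −0.12 for p under 0.05 and −0.057 for p under 0.1 (Kolmogorov-Smirnov, not permutation, p = 0.0528 and 0.369). It was 0.15 among called features and 0.034 against mRNAs of like expression (Kolmogorov-Smirnov, not permutation, p = 0.22 and 0.0849). With LincIRS2 LNA it was 0.97 for p under 0.05 and 0.87 for p under 0.1 (Kolmogorov-Smirnov, not permutation, p = 0.00115 and 0.000413). Among 7 called lncRNA features it was 1.38, where the Kolmogorov-Smirnov call was lost and no permutation test is given. The cause of these turns was not tested. Genes shared by diet and Mafg LNA came to 103 as features, 315 with unadjusted p and 11 on the gene's strand, those shared by diet and LincIRS2 LNA to 57, 218 and 8, and those shared by both LNA to 205 with unadjusted p and 3 on the gene's strand.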

Other observations

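The tests in this part were chosen after the result was seen, except both correlations between strands, which were fixed before. Families chosen after the values were seen add to the comparisons above. Of the Mup genes, whose products carry pheromones in male urine and whose near-identical sequences make assignment uncertain, 4 of 12 tested features were called lower with HFD (median log2 −0.60) and 3 of 13 higher with LincIRS2 LNA (median log2 0.58), while Mafg LNA had 1 higher and 2 lower of 12 (median log2 −0.35). Protein-coding genes of the mitochondrial genome had 2 called lower of 6 tested features with Mafg LNA (median log2 −0.36) and 2 of 7 with LincIRS2 LNA (median log2 −0.72), mt-Nd1 and mt-Cytb in both, and 0 of 7 with diet (median log2 0.13). Haemoglobin genes had 4 of 8 tested features called lower with Mafg LNA (median log2 −1.13) and 0 of 8 with diet (0.024) and LincIRS2 LNA (−0.093). The differences between comparisons were not tested.

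The deposited diet table gives fold changes as NCD over HFD, so a reading of its signs as HFD over NCD would turn the direction of every diet result, including the fall of immune markers with HFD.

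Macrophage, antigen presentation and neutrophil markers fell with HFD and with LincIRS2 LNA, comparisons that share the Scr LNA NCD group, and 9 of them were called in both. If that group alone had stood high, Mafg LNA HFD should lie below it too. For Mafg LNA HFD over Scr LNA NCD the neutrophil markers had a median log2 of −1.68, which is consistent with this and with a fall by HFD, but antigen presentation markers (0.75), which Mafg LNA itself raised, and macrophage markers (−0.32), which lie between the bounds set, cannot be told apart. LincIRS2 LNA NCD over Scr LNA HFD had a median log2 of 0.00084 over the 9 markers (range −0.24 to 0.40), which goes with a high Scr LNA NCD group and with a like fall by both treatments. A lower share of all non-hepatocyte cells is argued against as the whole cause by the medians of 12 endothelial markers, log2 −0.036 with diet and −0.059 with LincIRS2 LNA. It is not excluded, because these markers stand for 1 cell type and went both ways. With diet 4 lay above and 8 below 0, and with LincIRS2 LNA 5 and 7, with 1 fallen adjusted over the list alone. A fall of immune cells with both treatments remains open as an untested hypothesis.

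Most called features lay on the strand opposite to their gene. Reads of the genes themselves counted on the opposite strand are a candidate explanation, since hepatocyte markers had a median percentile of 98.2 among opposite-strand values of 6646 protein-coding genes, against 10.4 for T, NK and B cell markers, although hepatocyte markers stood high on the gene's strand too (96.2, with 54.8 for T, NK and B cell markers, among 15192 genes). Over 7123 genes with features on both strands, 92.5% had the higher value on the opposite strand. The values of both strands correlated with a Spearman rho of 0.231, between the bounds set for misplaced unspliced reads, and the fold changes with 0.454 (diet), 0.438 (Mafg LNA) and 0.296 (LincIRS2 LNA), of which the first 2 go against separate antisense transcripts but the last lies just below the bound of 0.3 set for all 3, so these cannot be told apart. Over the 4574 genes with at least 1 FPKM on a strand rho was 0.106. Keeping genes by the values that are correlated can lower rho by itself. This rho is therefore not weighed against the bound of 0.2, which was set against misplaced unspliced reads over all genes.

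Of 66 genes called with diet and with Mafg LNA, 52 moved in opposite directions. The correlation of −0.42 over the 9720 genes simulated and chance values of the shared Scr LNA HFD group (−0.53 to −0.47) cannot be told apart. The simulation assumed that this group carried as much variance as the other group of each comparison. That assumption sets r near these values at any noise level, and the simulated counts rest on it too. The simulation also overstates the noise, with a covariance of −0.915 against −0.117 observed, and of −0.311 against −0.133 with standard errors from p. The 28 genes that fell with HFD and rose with Mafg LNA lay just above the simulated upper end of 27, while the 24 of the reverse set lay below theirs of 26. A response to any LNA would also occur under Scr LNA, the control of both comparisons, so it would cancel and could not be seen here. A response that both targeted LNA share against Scr LNA is argued against as the whole cause by their correlation of −0.17 over 9525 genes (−0.15 over 10083). This correlation shrank to −0.086 at 1 FPKM or more and to −0.046 on the gene's strand, and the LNA were given under different diets. The 6 genes that rose and the 4 that fell with both LNA, above simulated upper ends of 2, leave a part of such a shared response open. A return of diet-altered genes by Mafg LNA stays open as a hypothesis, which values per liver with divided controls would test.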
